# Comparative microarray analysis of *Rhipicephalus (Boophilus) microplus *expression profiles of larvae pre-attachment and feeding adult female stages on *Bos indicus *and *Bos taurus *cattle

**DOI:** 10.1186/1471-2164-11-437

**Published:** 2010-07-19

**Authors:** Manuel Rodriguez-Valle, Ala Lew-Tabor, Cedric Gondro, Paula Moolhuijzen, Megan Vance, Felix D Guerrero, Matthew Bellgard, Wayne Jorgensen

## Abstract

**Background:**

*Rhipicephalus (Boophilus) microplus *is an obligate blood feeder which is host specific to cattle. Existing knowledge pertaining to the host or host breed effects on tick transcript expression profiles during the tick - host interaction is poor.

**Results:**

Global analysis of gene expression changes in whole *R. microplus *ticks during larval, pre-attachment and early adult stages feeding on *Bos indicus *and *Bos taurus *cattle were compared using gene expression microarray analysis. Among the 13,601 *R. microplus *transcripts from BmiGI Version 2 we identified 297 high and 17 low expressed transcripts that were significantly differentially expressed between *R. microplus *feeding on tick resistant cattle [*Bos indicus *(Brahman)] compared to *R. microplus *feeding on tick susceptible cattle [*Bos taurus *(Holstein-Friesian)] (p ≤ 0.001). These include genes encoding enzymes involved in primary metabolism, and genes related to stress, defence, cell wall modification, cellular signaling, receptor, and cuticle formation. Microarrays were validated by qRT-PCR analysis of selected transcripts using three housekeeping genes as normalization controls.

**Conclusion:**

The analysis of all tick stages under survey suggested a coordinated regulation of defence proteins, proteases and protease inhibitors to achieve successful attachment and survival of *R. microplus *on different host breeds, particularly *Bos indicus *cattle. *R. microplus *ticks demonstrate different transcript expression patterns when they encounter tick resistant and susceptible breeds of cattle. In this study we provide the first transcriptome evidence demonstrating the influence of tick resistant and susceptible cattle breeds on transcript expression patterns and the molecular physiology of ticks during host attachment and feeding.

The microarray data used in this analysis have been submitted to NCBI GEO database under accession number GSE20605 http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE20605.

## Background

*Rhipicephalus (Boophilus) microplus *[*R. microplus*] causes large economic losses in livestock production in subtropical and tropical regions of the world through direct effects of feeding and by transmission of significant cattle diseases, such as babesiosis and anaplasmosis -reviewed by [1-3]. The application of chemical acaricides is the conventional method for tick control however there are implicit drawbacks including the release of acaricides into the environment and the development of tick acaricide resistance [4,5]. This has prompted on-going research to develop new sustainable tick control methods [6].

Vaccination has become a potentially effective alternative for controlling tick and tick-borne diseases as demonstrated by the commercial vaccines (Gavac^® ^and TickGard^®^) derived from the Bm86 antigen of *R. microplus *[7,8]. The development of new tick vaccines with greater protection than the Bm86 derivatives has to date been slow due to the limited number of suitable target antigens identified [9]. The development of novel tick control strategies requires enhanced knowledge about the proteins expressed by different *R. microplus *stages during development, in particular during tick interactions with the host.

There are approximately 870 tick species [10], divided into three families: *Ixodidae *(683 species), *Argasidae *(183 species) and *Nuttalliellidae *(1 species). The tick life cycle occurs in two phases with the first phase entirely independent of the host where eggs hatch into larvae. The second phase involves host attachment of larvae, nymph and adult (male and female) stages. In one host, ticks such as *Boophilus *spp., all 3 instars remain on the bovine host. Consequently, the larvae of these species are the key stage for host finding, host recognition, attachment and initiation of feeding. All tick species are obligate blood feeders and female adult ticks need to ingest large amounts of blood to produce eggs to oviposit and continue the life cycle [11,12]. The recent rapid development of genomic technologies is having an impact on tick - host interaction research and can help to identify potential antigens for tick vaccine development. The availability of tick genomic resources and the current status of these technologies were recently reviewed [13]. A *R. microplus *EST database was assembled from over 42,000 expressed sequence tags (ESTs) into the gene index BmiGI, [http://compbio.dfci.harvard.edu/tgi/cgi-bin/tgi/gimain.pl?gudb=b_microplus; [14-16]. This gene index consists of 13, 643 unique transcripts derived from various tick life stages and tick strains exposed to various environmental conditions. There are also databases of cDNA sequences for *Haemaphysalis longicornis *[17] and the salivary gland of *Amblyomma variegatum *[18]. Targeted EST collections have been obtained from salivary gland cDNA libraries from *Ixodes pacificus *[19] and *I. scapularis *[20]. The first draft of the *I. scapularis *genome became available early 2008 and will be the first available complete tick genome sequence [21].

Engorgement is the most important phase of tick parasitism and the initial steps are critical to success. Tick host feeding behaviour has four stages: tick-host finding behaviour, contact and host identification, attachment site selection, and attachment and feeding [22,23]. *R. microplus *has only one host and must survive the consistent pressure of the host immune response; hence the study of proteins and genes expressed by *R. microplus *during its early feeding stages is important in developing new and efficient control methods against this ectoparasite. Recent reports describe the identification of proteins expressed during the tick attachment process [24] which have contributed to the assembly of a two dimensional (2D) database of expressed larval proteins. Similarly, a proteomic analysis of *I. scapularis *nymphs after 24 hours of host feeding was reported by Narasimhan [25]. Further reports have been published describing the molecular changes in the sialomes of *R. microplus, I. scapularis *and *I. ricinus *[22,26], and from different tick feeding instars and/or from salivary glands [2,27]. All of these reports have contributed to the knowledge of the repertoire of molecules produced by ticks and have assisted in the identification of proteins which elicit a host immune response, or proteins related to pathogen transmission such as Lyme disease [26] and babesiosis [9].

Comprehensive understanding of the molecular mechanisms which regulate the initial process of tick feeding would be incomplete if we excluded environmental effects on tick host selection and the impact of the host breed in tick genome expression. Tick resistance in cattle is generally tested by placing a standard number of larval ticks on animals and subsequently counting the number of ticks that reach maturity. *Bos indicus *(Brahman) cattle appear to develop a strong natural tick resistance whereas many *Bos taurus *breeds such as Holstein-Friesians do not [28-30]. Studies to determine the environmental influences on gene expression pattern during the tick/host interaction on such divergent hosts have not yet been addressed.

In this study, the *R. microplus *gene expression microarray [14,15] was used to compare the influence of tick resistant and susceptible bovine breeds, *B. indicus *[Brahman] and *B. taurus *[Holstein-Friesian], respectively, on the transcriptomes of *R. microplus *larvae and adult females. We report that unfed larvae have elevated expression of 47 transcripts compared to larvae exposed to *B. taurus *host for 5 hours but not allowed to feed ('frustrated larvae') and adult ticks feeding on *B. indicus *cattle have elevated expression of 43 transcripts compared to adult ticks feeding on *B. taurus*. Finally, a global analysis of the gene expression microarray of unfed larvae, frustrated larvae and adult ticks of *R. microplus *demonstrates that a total of 297 ESTs are highly expressed in the early stages of *R. microplus *feeding on *B. indicus *cattle (Brahman) compared with ticks feeding on *B. taurus *(Holstein-Friesian). This is the first tick functional genomic study providing new insights to describe the complex interaction of host specificity and host breed effects on *R. microplus *gene expression.

## Results and Discussion

### 1-Assessment of gene expression on primary stages of unfed and frustrated larvae

#### a) Transcripts highly expressed B-FL and H-FL versus unattached/unfed larvae

The tick attachment and feeding process involves sequential behavioural and molecular changes which can be examined both during host recognition of newly hatched larvae and during larval host attachment while responding to feeding stimuli following host recognition. In this microarray comparison, unattached/unfed larvae (without the host stimuli [L]) versus frustrated larvae obtained after 5 hrs of exposure to *Bos indicus *(Brahman, B-FL) and *B. taurus *(Holstein-Friesian, H-FL) cattle resulted in the identification of 128 transcripts highly expressed in frustrated larvae on Brahman and Holstein-Friesian (Figure 1A.1, 1B.1). 

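Unattached/unfed larvae (L) were kept in the laboratory without a host. Frustrated larvae were held for 5 h in a mesh bag on the neck of Brahman (B-FL) or Holstein-Friesian cattle (H-FL), where they sensed the host and were kept from feeding. Young adult female ticks were collected at 17 days from Brahman (B-AT) or Holstein-Friesian cattle (H-AT), with 3 animals of each breed. A sample pooled about 20000 larvae or 500 adult females. Each of the 5 groups had 2 biological replicates, each hybridized to its own single-channel NimbleGen array, which gave 10 arrays. The arrays carry 14 perfect match probes for each of the 13601 transcripts, apart from 5 transcripts with fewer, and each probe has 2 spots. The intensities deposited by the authors are scanner readings that were neither background corrected nor normalized. The median intensity of the perfect match probes ranged from 588 on the array of B-FL replicate 2 to 1229 on that of L replicate 1. From these readings, log2 values per transcript were made by the steps of the Robust Multichip Average (RMA) that the methods name, which are background correction by convolution, quantile normalization and median polish. Differential expression was tested with limma on all 10 arrays, with a mean for each group, and a transcript was called at a Benjamini-Hochberg adjusted p under 0.05. This test stands in place of the study's mixed model, and the groups share an estimate of the spread with 5 residual degrees of freedom. The number of arrays limits the precision.
The spread between replicates was not equal. The SD, over transcripts, of the log2 difference between the replicate arrays was 1.27 in L, 0.85 in B-FL, 1.10 in H-FL, 0.26 in B-AT and 0.31 in H-AT. The shared estimate is thus too small for L and H-FL, close to the spread of B-FL and too large for adults. The images were extracted on 5 days. The arrays of L had a day each, the replicate 1 arrays of B-FL and H-FL shared a day, their replicate 2 arrays shared another with H-AT replicate 2, and the remaining adult arrays shared the last. The files name transcripts by array identifiers and do not pair them with TC numbers or genes, so that transcripts are described by their number, size of change and level in each group.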

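In B-FL, 49 transcripts were higher than in L, and in H-FL, 67 were higher than in L, at an adjusted p under 0.05 from limma (n = 2 arrays per group). The rises were large. The median rise was 3.09 on the log2 scale in B-FL and 2.64 in H-FL, or 7.34-fold and 6.14-fold when L was set to its bound for the 10 and 8 transcripts that it did not show above background on either array. The 49 transcripts had a median log2 level of 7.17 in L and 10.74 in B-FL. Their median level in adults was also high, at 10.49 in B-AT and 10.50 in H-AT. The 67 transcripts had a median log2 level of 7.75 in L, 11.11 in H-FL, 10.27 in B-AT and 10.26 in H-AT. These calls depend on the arrays in the fit. A fit without an array of L, B-FL or H-FL leaves a lone array in that group, which is taken to vary like the other groups. Without either array of L, the group with the widest spread no longer adds to the shared estimate. Without L replicate 1, the lone array of L is the one with the highest background. In total 56 transcripts were called in B-FL and 73 in H-FL, higher and lower together, and both counts became 0 when any adult array was left out or when the larval arrays compared were fitted alone. Without L replicate 1 they were 808 and 715, without L replicate 2 they were 1 and 13, without B-FL replicate 1 they were 0 and 46, and without B-FL replicate 2 they were 128 and 46. They were 224 and 310 without H-FL replicate 1, and 224 and 126 without H-FL replicate 2. With the day of extraction as a random block, 13 and 21 transcripts were called, all higher in frustrated larvae. With the replicate number as a block, 0 and 1 were called. With arrays weighted by the spread of their group, 12 and 0 were called. Scaling each array to 1 median in place of quantile normalization put the median log2 fold change of all transcripts at 0.39 in place of 0.01 in B-FL and at 0.19 in place of 0.03 in H-FL, and left 38 and 28 calls, all higher.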

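Of the transcripts higher than in L, 38 were called in both B-FL and H-FL, 11 in B-FL alone and 29 in H-FL alone. The 38 shared transcripts had a median log2 fold change of 2.92 in B-FL and 3.28 in H-FL. The 11 transcripts called in B-FL alone had a median of 3.32 in B-FL and 1.44 in H-FL, and the 29 called in H-FL alone had a median of 2.37 in H-FL and 1.91 in B-FL. All of the transcripts called on a single breed had the same sign on the other. Both comparisons use the same arrays of L, which by chance makes them alike. Simulated groups without a change have no calls to share at the adjusted p, so that the overlap was set against chance at an unadjusted p under 0.001 and a fold over 1.5. There 89 higher transcripts were shared, against a mean of 1.04 and a highest of 3 in 100 simulations of unchanged groups. All arrays were simulated, those of L included, with the spread pooled over the groups. The spread of L was 1.47 times the pooled one, so that the simulations understate what shared arrays of L do. Of lower transcripts 11 were shared, against a mean of 1.12 and a highest of 5. Over all transcripts, which are not independent replicates, the log2 fold changes of the comparisons correlated at 0.805, against a mean of 0.501 in the simulations. Their covariance was 0.506, against 0.146 in the simulations, a difference of 0.360. How much of the excess comes from the shared arrays of L is not known, since their simulated spread was too small and they are too few to be split. The arrays of B-FL and H-FL also share days of extraction. The simulations therefore do not decide whether the larvae on the 2 breeds changed alike. The counts behind this overlap carry the dependence on single arrays given above.

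**Figure D1:**
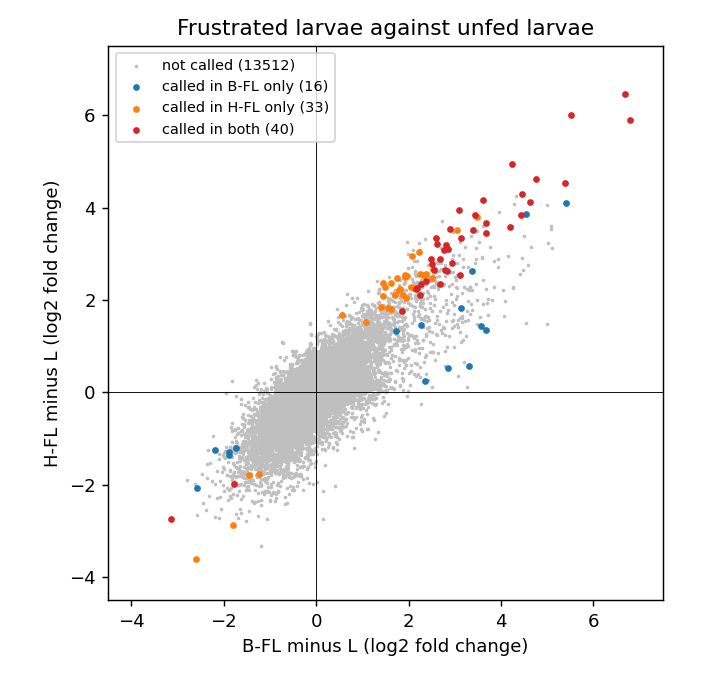
Log2 fold change of each transcript in frustrated larvae against unfed larvae, on Brahman cattle (B-FL minus L, horizontal axis) and on Holstein-Friesian cattle (H-FL minus L, vertical axis). Each point is a transcript, as the difference between the means of 2 arrays per group. Red points were called in both comparisons (40), blue points in B-FL only (16), orange points in H-FL only (33) and grey points in neither (13512), and the red points lie near the diagonal, mostly at the upper right.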

The clusters of transcripts low expressed in unattached/unfed larvae were similar in these microarray comparisons with differences only in the number of transcripts per protein family group (Figure 1A.1, 1B.1).

**Figure 1:**
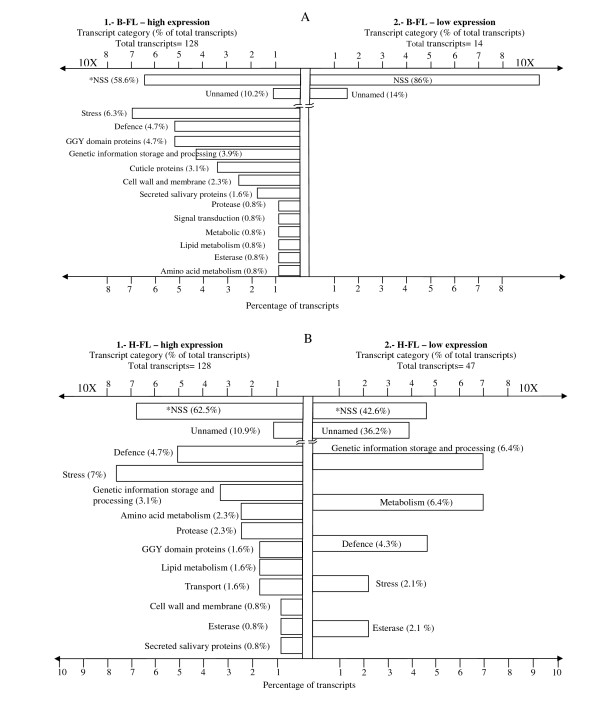
Gene expression profiles obtained by microarray comparison between *R. microplus *unfed larvae (L) versus frustrated larvae feeding on Brahman (A) and Holstein-Friesian (B) cattle.*NSS: No significant similarities. http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE20605.

In both experimental groups of frustrated larvae there were highly expressed transcripts associated with GGY domain proteins. For example, H-FL had two transcripts related to GGY proteins and B-FL had a total of six transcripts, all with significant e-values (Figure 1A.1-1B.1, Table 1; Additional files 1A and 1B). GGY proteins are associated with the tick cement proteins and/or with antimicrobial activity [23,31]. However, the presence of GGY transcripts at the early stages of *R. microplus *seeking a host (frustrated larvae) suggests an important role in the process of tick-host attachment. Interestingly, all of the highly expressed *R. microplus *GGY domain transcripts had the same protein hit (TC5802, TC5872,TC6326, TC9278) at varying degrees of similarity, and the two transcripts identified in frustrated larvae on Holstein-Friesian were also highly expressed among the ten GGY related ESTs from frustrated larvae on Brahman cattle. Microbial defence transcripts were similar in B-FL (n = 6) and H-FL (n = 6) (Figure 1A.1, 1B.1, Table 1). In B-FL these transcripts included a putative microplusin, lipocalins (n = 2), female histamine binding proteins (n = 3) and only one transcript member of the protease category, metis-3 (Additional file 1A). Defence transcripts in H-FL samples were a microplusin, a lospin 1 related to lospins from *Amblyomma americanum *[32], lipocalins (n = 2), a plancitoxin-1 that has been associated with DNAse II activity [33], and an Ixoderin which is similar to the lectin Dorin M [34,35]. The protease category in H-FL was represented by three transcripts, carboxypeptidase, serine proteinase and a metalloprotease - metis 3-which is also highly expressed in B-FL (Additional file 1B).

**Table 1:** A summary of EST descriptions and the number of transcripts involved in tick attachment and host response modulation by ticks expressed differentially (p ≤ 0.001) in microarray comparisons between larvae vs frustrated larvae.

No. of *R. microplus *transcripts per category for: Larvae vs frustrated larvae microarray comparison					
	**Highly expressed in FL (Fold range)**		**Highly expressed in L (Fold range)**		

***Transcript Category***	***Brahman cattle***	***Holstein-Friesian cattle***	***Brahman cattle***	***Holstein-Friesian cattle***	***References***

Serpin-1				1 (2.5)	[50-54]
Serpin-2				1 (2.4)	[50-54]
Hemelipoglycoprotein	2 (1.6 - 2.3)	1 (1.7)		1 (1.8)	[48,61]
Esterases	1 (2)	1 (1.7)		1 (1.6)	[55-58]
Histamine Binding proteins	3 (1.8 - 2.2)				[62,63]
Lipocalin	2 (2.3 - 2.9)	2 (1.6 -2.2)			[26,38]
GGY Domain	6 (1.8 - 4.5)	2 (1.7 -2)			[23,31]
Secreted Salivary	2 (1.6 - 2)	1 (1.7)			
Cuticle proteins	4 (1.5 - 2.7)				[64,82]
Metis (metalloprotease)	1 (3)	1 (3.8)			[44-46]
Microplusin	1 (2.4)	1 (2.8)			[36,37]
Ixoderin		1 (1.8)			[43]
lospin		1 (2)			[32,41]
Serine protease		1 (1.8)			[32,41,50,68]
Carboxipeptidase A		1 (1.7)			
Cytochrome P450		1 (1.9)			
Cytochrome C oxidase	2 (1.5 -2)				[48]
Heat Shock protein	3 (1.7 - 2.5)	6 (1.6 - 3)			[47]
Glutathione S transferase	1 (1.8)				[49]
No Significant Similarities	75 (1.6 - 5)	80 (1.5 - 4.5)			
Unnamed	13 (1.7 - 2.7)	14 (1.54 - 3.2)			
**Total**	**116**	**114**		**4**	

Data set access link: http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE20605.

Microplusin, highly expressed in B-FL and H-FL, is an antimicrobial peptide related to tick immunity commonly found in sialotranscriptomes of related blood-feeding arthropods [36,37] (Additional files 1A and 1B). Lipocalins expressed in both frustrated larval samples are commonly associated with the modulation of the immune responses, regulation of cell homeostasis and in the clearance of endogenous and exogenous compounds. Also, they play roles in retinol and pheromone transport, olfaction, invertebrate coloration and prostaglandin synthesis. Therefore, lipocalins can perform a number of functions during tick-host interactions as they bind small molecules, interact with membrane receptors or form macromolecular complexes by binding to soluble proteins [38]. Differential expression for transcripts encoding for tick histamine binding proteins was not evident in the H-FL samples. Conversely, serine protease inhibitors (serpins) were differentially expressed in H-FL but not in B-FL (Additional files 1A and 1B). A lospin ('lone star tick serpins') transcript was highly expressed in H-FL. It is related to the 17 serpins or lospins from *A. americanum *expressed ubiquitously in the midgut, salivary glands and ovaries with lospins -1, -2, and -3 expressed at higher levels in the midgut [32,39]. These inhibitors, found in egg and larval stages of *R. microplus*, demonstrate moderate inhibition of blood coagulation enzymes, (reviewed by [40]). Furthermore, *R. microplus *serine proteinase inhibitors BmTIs from larvae have been reported as active inhibitors of trypsin, neutrophil elastase, plasmin and plasma kallikrein [40,41]. These inhibitors have a role in the modulation of the proteolytic activity identified in *R. microplus *larval life stages. The induction of protease inhibitor transcript was statistically significant in *R. microplus *larvae attaching to the *B. taurus *host indicating a host breed influence on these genes [42].

Ixoderins highly expressed in H-FL (Additional file 1B) are lectin proteins primarily expressed in tick haemocytes and salivary glands. Lectins are an essential part of non-self recognition, haemaglutination and in the transmission of pathogens in both soft and hard ticks [43]. Metis 3 transcripts were identified in both B-FL and H-FL (Additional files 1A and 1B) and members of this metalloprotease family are involved with blood meal digestion. Metis proteins are expressed by salivary glands during adult stage blood feeding in *H. longicornis *female ticks (Additional files 1A and 1B) [44] and also in the *I. scapularis *male tick [45,46].

A group of putative secreted salivary gland proteins were highly expressed similarly in both experimental groups compared to unfed larvae (B-FL n = 2, H-FL n = 1) (Table 1, Figure 1A.1-1B.1; Additional files 1A and 1B). In B-FL there were three highly expressed transcripts compared with larvae that were associated with Heat shock proteins (HSP) with another five transcripts identified as hemelipoglycoproteins (n = 2), cytochrome c oxidases (n = 2) and one glutathione S-transferase (GST) transcript (Additional file 1A). HSP transcripts (n = 6), a hemelipoglycoprotein and cytochrome P450 were highly expressed in H-FL (Table 1, Additional file 1B). HSPs are required to stabilize proteins when temperature changes from approximately 20° C to 38° C occur as the tick is ingesting warm host blood or when the tick is in contact with the skin of the warm-blooded bovine host [47]. Hemelipoglycoproteins and cytochrome c are involved in the detoxification process or energy production of larval stages [48]. The major functions of GSTs include the detoxification of xenobiotics, digestive processes, and prostaglandin synthesis and they are also associated with a series of reactions essential to protect cell constituents from oxidative attack by oxygen and oxygen-associated free radicals [49]. However, further work is needed to understand the physiological role of GSTs in tick metabolism as well as to evaluate its function during tick-host interaction.

#### b) High expressed ESTs in unfed larvae (L) *versus *B-FL and H-FL

A comparison between unfed *R. microplus *larvae versus B-FL and H-FL was conducted. Gene expression comparison between L and B-FL revealed a different transcriptome pattern compared with the differences described below for H-FL. 

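Fewer transcripts fell than rose when larvae were exposed to Brahman cattle. At an adjusted p under 0.05 from limma, 7 transcripts were lower in B-FL than in L (n = 2 arrays per group). Their median log2 fold change was -1.89, or 3.70-fold, also with B-FL at its bound for the 3 transcripts that it did not show above background. The median log2 level of these transcripts was 10.08 in L, 8.19 in B-FL, 8.73 in H-FL, 8.24 in B-AT and 7.97 in H-AT. None of them was called with the day of extraction as a random block, under median scaling or with array weights by group. Where an array of L or B-FL was left out, the lone array of that group was taken to vary like the other groups. Without L replicate 1, 294 transcripts were lower in B-FL. Without H-FL replicate 1 or 2, 40 were lower, and without B-FL replicate 2, 8 were. No transcript was lower without L replicate 2, B-FL replicate 1 or any 1 of the adult arrays.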

There were only 14 transcripts highly expressed in L compared to B-FL (Figure 1A.2, Additional file 1C-1.1). All of these highly expressed transcripts had no significant similarities to known proteins (Additional file 1C-1.1).

A total of 47 genes had an elevated expression in L compared to H-FL (Table 2, Figure 1B.2, Additional file 1C-1.2) Seventeen transcripts had hits to unnamed proteins and twenty had no significant similarities to other proteins. 

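In H-FL, 6 transcripts were lower than in L at an adjusted p under 0.05 from limma (n = 2 arrays per group), and 2 of these were also lower in B-FL. The median log2 fold change of the 6 transcripts was -2.36, which is 5.08-fold with H-FL at its bound for the 1 transcript that it did not show above background. Their median log2 level was 11.36 in L, 9.22 in B-FL, 8.52 in H-FL, 8.78 in B-AT and 8.51 in H-AT. As in B-FL, none was called with the random block, under median scaling or with the array weights. A lone array of L or H-FL was again taken to vary like the other groups. Without L replicate 1, 225 transcripts were lower in H-FL, and without H-FL replicate 1, 152 were. The number was 2 without L replicate 2 or either array of B-FL, 8 without H-FL replicate 2, and 0 without any 1 of the adult arrays.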

Transcripts for serpin-1 and serpin-2 cluster in the defence group (Additional file 1A-1.2) and were highly expressed by larvae not feeding or sensing a host (L). Serine protease inhibitors or serpins are members of a ubiquitous superfamily, which target proteases, causing irreversible losses in the enzymatic activity by distorting the protease structure. Serine proteinase inhibitors are present in the arthropod haemolymph to protect their hosts from pathogens or parasites by inhibiting fungal or bacterial proteinases [50]. Also, the serine protease inhibitor gene family is involved in the regulation of several physiological functions such as the blood clotting cascade, clot resolution, the inflammatory response and complement activation [51,52], hence serine protease inhibitors are important factors which disrupt defensive host processes. Therefore, serpins play important roles prior to tick attachment as previously described [53,54,50]. However, serpins in resting larvae (L) may also function to defend against potential pathogens.

**Table 2:** Summary of EST descriptions and the number of transcripts involved in host response modulation by ticks expressed differentially (p ≤ 0.001) in microarray comparisons between Brahman frustrated larvae vs. Holstein-Friesian frustrated larvae.

*R. microplus *genes expression microarray comparison: Brahman frustrated larvae vs. Holstein-Friesian frustrated larvae		
***Transcript Category***	***Highly expressed (Fold change)***	***References***

GGY domain proteins	3 (1.3 - 2.1)	[23,31]
Serpin 2	1 (1.3)	[50-54]
Lipocalin	1 (1.3)	[26,38]
Histamine binding proteins	5 (1.2 - 1.4)	[26,62,63]
Hemelipoglycoproteins	2 (1.5 -2)	[22]
Cuticle proteins	3 (1.2 -2)	[64,82]
No Significant Similarities	19 (1.1 - 1.6)	
Unnamed	6 (1.1 -1.6)	
**Total**	**40**	

Esterases are highly variable and multifunctional hydrolytic enzymes. In insects, these enzymes are involved with various physiological activities such as regulation of juvenile hormone levels [55], digestive processes, reproductive behaviour, functioning of the nervous system, metabolism and sequestration of pesticides [56-58]. There was only one member of the esterase family in this comparison identified at a significant e-value. The role of this enzyme at this particular stage is involved in digestive processes and optimal functioning of the nervous system during early tick development stages [56-58] (Additional file 1C-1.2).

The transcript corresponding to TC12462 was identified as hemelipoglycoprotein with high similarity to vitellogenin. Tick vitellogenin sequesters heme and transfers the heme to eggs [59]. The heme biosynthesis pathway is absent in ticks, therefore they are obligate blood-feeders. Vitellogenin is an unusual heme-binding protein which is critical to embryo development because it provides ticks access to heme in the absence of a host. Hence, the biological function of the vitellogenin present in this tick instar as a storage protein related to the maturation process [59]. The remaining transcripts were genes from different metabolic pathways and genetic information storage processes.

These results suggest that some important metabolic activity in these 'resting unstimulated' larvae changes upon sensing the host. Low expressed genes were observed in frustrated larvae within the first 5 hours of larval contact with the host. Possibly, this provides preliminary evidence of gene expression regulation mediated by tick adaptation to the new environment whereby certain metabolic activities required for sustaining the larvae in the absence of the host need first to be down regulated. Perhaps if left for longer than 5 hours, these host stimulated larvae would have started to show evidence of a new gene expression pattern associated with host recognition and attachment. It was recently reported that a 24 h period of larval 'frustration' demonstrated a high metabolic activity compared to the resting unstimulated larvae [2]. The down regulation of several genes in frustrated larvae after 5 hours of *B. taurus *host exposure was recently corroborated in a parallel study undertaken within our group demonstrating a decrease in number of identified miRNAs also at this stage (Barrero *et al*., unpublished). Evidence of similar changes but at protein level was observed in the protein expression patterns induced by the host-parasite interaction in adult *R. appendiculatus *ticks that were physically detached and reattached onto the host [22,60].

Feeding behaviour has been characterized in different tick species and it is regulated by two main biological factors - the nature of the sensory input obtained by a larvae and the central nervous system processing of that input. The localization and morphology of most of the sensory receptors involved in feeding behaviour and the ultrastructures of tick neurons has been studied, but not at the transcriptome level [11,12,61]. 

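The change from unfed to frustrated larvae was compared between the breeds for the transcripts that had been called against L on a single breed. These were 11 higher and 5 lower transcripts in B-FL alone, and 29 higher and 4 lower in H-FL alone. After adjustment over all transcripts limma called 0 of them between B-FL and H-FL. They were chosen on the arrays compared, so that their unadjusted p is not a separate test.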

The difference in the gene expression patterns between *B. taurus *and *B. indicus *frustrated larvae compared to unfed larvae could be a result of differences in host specific stimuli during the larval attachment phase on these breeds. In summary, transcripts differentially expressed in the unstimulated larvae [L] were largely related to important metabolic pathways or transport mechanisms necessary for sustaining the ectoparasite's physiological resting state. The role of some transcripts in unfed larval stages such as serpins remains to be studied.

#### c) Highly expressed ESTs in B-FL *versus *H-FL

A comparison of frustrated larvae exposed to Brahman (B-FL) versus frustrated larvae exposed to Holstein (H-FL) demonstrated elevated expression of 43 transcripts in B-FL (Table 2, Figure 2; Additional file 1C-1.3). 

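No difference between frustrated larvae on the 2 breeds passed the test. Limma called 0 transcripts between B-FL and H-FL at an adjusted p under 0.05 (n = 2 arrays per group), with a smallest adjusted p of 0.9996, and 317 transcripts lay at an unadjusted p under 0.05. The median standard error of a difference was 0.40 on the log2 scale. In simulated data with the spread of each group, the fit recovered 52% of differences of 2 on the log2 scale, 68% of differences of 3 and 92% of differences of 4, and 43 of its 150 calls were of unchanged transcripts. By size alone, 140 transcripts were 3 or more standard deviations above the mean difference in B-FL and 13 below it, and the largest difference was 3.52 on the log2 scale. The replicates were then compared within their day of extraction. In replicate 1, 256 transcripts were higher in B-FL and 12 lower by the same rule, and in replicate 2, 215 were higher and 11 lower. None of these was shared, and the differences of the replicates correlated at -0.077 across transcripts, which are not independent replicates. The day of extraction as a block also gave 0 calls. Without B-FL replicate 2, 12 transcripts were higher in B-FL, and without H-FL replicate 1, 1 was higher, where the lone array is taken to vary like the other groups.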

The majority of these high expressed genes were transcripts with no significant similarities and unnamed proteins (n = 19, 44.2% of total transcripts; and n = 6, 4% of all transcripts, respectively); three transcripts were associated with GGY proteins, TC6059; TC5802; TC9278 at e-values ranging from 1.0x10^-10 ^to 2.0x10^-07^, respectively. Additional transcripts were members of the lipocalin family similar to the *R. appendiculatus *histamine binding proteins (n = 6) and a serine protease inhibitor, serpin 2, all at highly significant e-values (Additional file 1C-1.3). Histamine is released from mast cells and basophils, often but not always mediated via an IgE-dependent mechanism, and is also released by the platelets of many mammals. Additionally, histamine is a regulator of T cell responses where binding to the lymphocyte H1 receptor results in a positive Th1 response while binding to H2 receptor results in inhibition of Th1 and Th2 responses [62,63]. Therefore, histamine binding proteins have an important role in the manipulation of host immune response together with a protease inhibitor such as serpin 2 that acts against host clotting systems and protease from the complement system [41]. It is feasible that some serpins are associated with specific tick histamine binding proteins and hence are over expressed during their activities, for instance when larvae are responding to Brahman cattle. Serpins comprise a large gene family in ticks, but the differential expression of different serpins in H-FL and B-FL do suggest different functions. However, the significance of this observation remains to be confirmed. The identification of highly expressed transcripts related to the lipocalin family - as histamine binding proteins-in larval *R. microplus *differs from results obtained by Chmelař with *I. ricinus *where transcripts for the lipocalin family were mainly detected during the later phases of adult feeding. Only one *I. ricinus *transcript was identified after 24 h of host feeding. The others were identified at 4 and 7 days of host feeding and no transcripts from the lipocalin family were differentially expressed in unfed larvae [26]. The difference in lipocalin expression pattern could be explained by the fact that *R. microplus *is a one host tick where the tick is exposed to the same host for a prolonged period of time during its whole life cycle. In contrast, *I. ricinus *is a three host tick with its larval stages feeding on small reptiles, mammals, and birds. The adult ticks feed only on large mammals, including cattle, sheep, and deer. Thus *R. microplus *may need to apply similar strategies in both the larvae and adult stages in order to combat host immune responses, which would differ from other tick species that parasitise multiple hosts.

**Figure 2:**
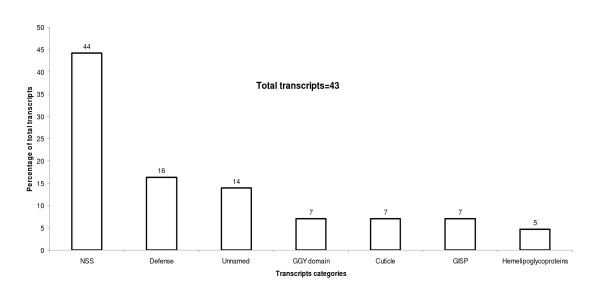
**Gene expression profile of highly expressed transcripts in the B-FL versus H-FL microarray comparison (p value ≤ 0.001)**. *NSS: No significant similarities, GISP: Genetic information storage and processing.

Other transcripts differentially expressed in B-FL compared to H-FL were similar to the *Dermacentor variabilis *hemelipoglycoprotein (n = 2) with highly significant e-values (Figure 2; Additional file 1C-1.3). Cuticle protein transcripts (n = 3) were only highly expressed in B-FL and not H-FL. Cuticle proteins are a very important family particularly for immature stages of endopterygote insects which increase gradually in size during an instar [64]. In this comparison cuticle transcripts with an elevated expression in B-FL were found to be similar to *Tachypleus tridentatus *(Japanese horseshoe crab) and *I. ricinus *(sheep tick) cuticle sequences. The remaining transcripts were mostly genes associated with metabolic processing (Table 2, Figure 2; Additional file 1C-1.3).

### 2- Microarray comparison of the differential expressed transcripts in *R. microplus *feeding on Brahman versus Holstein-Friesian

The main objective of this study was to compare gene expression of *R. microplus *larvae exposed to tick susceptible and resistant breeds of cattle. 

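The breeds were first compared over both stages exposed to cattle, as the mean of the difference B-FL minus H-FL and the difference B-AT minus H-AT. In this comparison 115 transcripts were higher and 350 lower in ticks on Brahman than on Holstein-Friesian cattle, at an adjusted p under 0.05 from limma (n = 2 arrays in each of the 4 groups). Lower transcripts were more numerous, which is the opposite of the direction that the study reports for its global comparison. Exchanged labels of the adult arrays, or a turned sign of the study's comparison, are not ruled out, and with these labels exchanged 430 transcripts were higher and 109 lower. The study's qRT-PCR used a further sampling and transcripts that are not paired with those of the arrays. On the log2 scale that the methods name, all 4 of its assays of this comparison are higher on Brahman cattle. As a ratio, 3 of them are. Its values are positive in every comparison, so that the log2 reading carries no direction. The calls rest on adults. In larvae the difference had the same sign as in adults for 90 of the 115 higher and 76 of the 350 lower transcripts, and for the lower ones its median was 0.26. The median log2 difference was 1.46 for the higher transcripts and -2.00 for the lower ones. The lower transcripts were mainly transcripts of adults on Holstein-Friesian cattle. Their median log2 level was 10.97 in H-AT, where all were above background on both arrays, and 5.50 in B-AT, where 185 of them were above background on neither, so that the sizes of their differences are measured against background. In frustrated larvae their median level was 5.54 in B-FL and 5.13 in H-FL. The higher transcripts had a median level of 10.73 in B-AT and 7.59 in H-AT, and of 6.19 in B-FL and 5.83 in H-FL. With the day of extraction as a block, 101 transcripts were higher and 353 lower. Median scaling, which put the median difference of all transcripts at 0.17 in place of 0.03, left 10 higher and 62 lower. The 465 calls became 260 without B-AT replicate 1, 275 without B-AT replicate 2, 299 without H-AT replicate 1 and 266 without H-AT replicate 2, and more were lower than higher each time. Among the larval arrays, 312 transcripts were higher and 370 lower without H-FL replicate 1, 173 and 309 without B-FL replicate 2, 86 and 317 without B-FL replicate 1, 89 and 301 without H-FL replicate 2, and 161 and 438 without either array of L. With breed and stage as additive terms over the 8 arrays, limma called 0 transcripts, with 1106 at an unadjusted p under 0.05 and a smallest adjusted p of 0.612. Additive terms leave any change of the breed difference between stages in the residual. Limma's test of that change called 539 transcripts at an adjusted p under 0.05. The 0 calls thus do not show that a breed difference is absent.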

The analysis of changes in gene expression in all *R. microplus *stages revealed that *R. microplus *ticks feeding on and sensing tick resistant Brahman (*B. indicus*) have a total of 297 transcripts highly expressed (p-values ≤ 0.001) (approximately 2.2% of the total 13,601 genes screened) compared with *R. microplus *ticks feeding on tick susceptible Holstein-Friesian cattle (*B. taurus*) (Additional file 2, http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE20605. This result confirms that significant changes occur to the *R. microplus *transcriptome when *R. microplus *ticks are confronted by different bovine host breeds. Other papers have addressed the field of vector-host interaction by the analysis of salivary gland transcripts and proteomes but our study is the first investigation which addresses how the host breed can influence the tick transcriptome [22,27]. This global comparison analysis took into account all transcripts differentially expressed in all tick stages under survey (larvae, frustrated larvae and feeding adult female tick). This analysis showed that ticks feeding on *B. indicus *(Brahman) exhibited in general a high expression of genes associated with amino acid (n = 4), lipid (n = 1), nucleotide metabolism (n = 1), general metabolism (n = 2), signal transduction (n = 1), and genes related with genetic information storage and processing (n = 7), exemplifying a high level of physiological activity of *R. microplus *tick attached and feeding on the *B. indicus *host. 

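Transcripts were called between the breeds in adult ticks and not in frustrated larvae. Between B-AT and H-AT, 348 transcripts were higher and 566 lower on Brahman cattle at an adjusted p under 0.05 from limma (n = 2 arrays per group). The median log2 fold change was 1.95 for the higher transcripts, or 3.86-fold, and -3.51 for the lower ones, or 9.72-fold with B-AT at its bound where it was not well above background. All 115 higher and all 350 lower transcripts of the comparison over both stages were among these, in the same direction. That comparison contains the adult difference, which favours such an overlap. In frustrated larvae, the transcripts higher in B-AT had a median log2 difference between the breeds of -0.01 and the transcripts lower in B-AT one of 0.27, and 0 of either were called there. The sign in larvae was that in adults for 173 of the 348 and for 111 of the 566. The test of the difference itself, between adults and larvae, was passed by 106 of the 348 and by 426 of the 566. These transcripts were picked for their adult difference, which is part of this test, so that the shares are raised by the choice.
The 2 transcripts with the largest rise and the 2 with the largest fall are named by their array identifiers, since nothing pairs these with genes. BMICRO00S00004978 had a log2 level of 14.99 ± 0.00088 (SD, n = 2) in B-AT and 8.60 ± 0.17 (SD, n = 2) in H-AT, a log2 fold change of 6.39 (standard error 0.64, limma adjusted p = 0.000657). BMICRO00S00004125 had a log2 fold change of 5.59 (standard error 0.71, limma adjusted p = 0.0025). BMICRO00S00007967 was not well above background in B-AT, with a measured log2 fold change of -8.94 (standard error 0.26, limma adjusted p = 3.66e-06). With B-AT at its bound it was 327-fold lower. BMICRO00S00002341 was likewise not well above background in B-AT, with a measured log2 fold change of -8.85 (standard error 0.25, same adjusted p). With B-AT at its bound it was 353-fold lower. Without background correction the log2 fold changes of these 2 were -6.15 and -6.11, so that the folds at the bound are not lower limits.
The adult arrays of B-AT and of H-AT replicate 1 were extracted on the same day, and without H-AT replicate 2, which leaves the comparison within that day, 85 transcripts were higher and 374 lower. With the day as a block, 247 transcripts were higher and 578 lower. Median scaling, which put the median log2 fold change of all transcripts at 0.20 in place of 0.11, left 118 higher and 390 lower. The 914 calls became 441 without B-AT replicate 1, 477 without B-AT replicate 2, 485 without H-AT replicate 1 and 459 without H-AT replicate 2. The adult arrays alone, with their smaller spread, gave 2773 higher and 1893 lower. From the transcripts that it found higher in ticks on Brahman cattle, the paper concludes that the tick transcriptome changes when ticks meet different breeds of cattle.

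**Figure D2:**
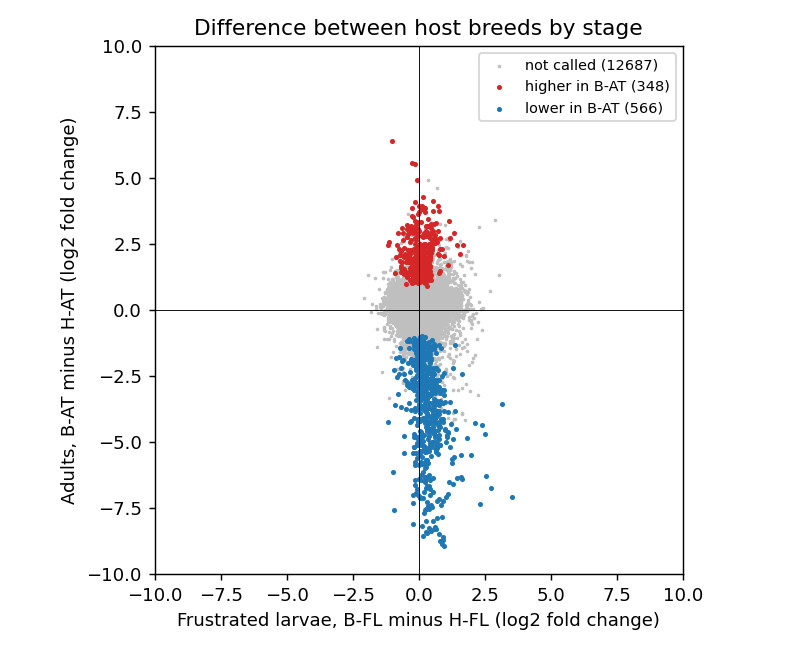
Difference between the breeds in frustrated larvae (B-FL minus H-FL, horizontal axis) and in adults (B-AT minus H-AT, vertical axis), as log2 fold changes between means of 2 arrays. Each point is a transcript, red where it was higher in B-AT (348), blue where it was lower (566) and grey where it was not called in adults (12687). The points spread further along the adult axis than along the larval axis, and furthest towards lower values in B-AT.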

The majority of the high expressed transcripts represented in this comparison were of unknown function (n = 17) and no significant similarities (n = 188). The higher physiological activity of ticks feeding on Brahman cattle was also evidenced by the identification of transcripts high expressed that were: member of transport pathways (n = 4), and cell wall and membrane (n = 8) such as acetylcholinesterase, and a vitellogenin receptor (Additional file 2).

*R. microplus *has developed various mechanisms to modulate their host's haemostatic and immune defences as part of its adaptation to a blood feeding environment [36]. Ticks have developed an arsenal of molecular strategies to overcome these haemostatic mechanisms and immune defences. In our survey, 35 transcripts from defence and protease categories involved in modulating the host defences, represented 7% of the total transcripts expressed at high levels in ticks feeding on *B. indicus *cattle (Table 3, Additional file 2). For example, thrombin inhibitors (n = 3) were previously reported in the saliva of *R. microplus *as: BmAP which blocks the thrombin active site [65], microphilin which interacts with thrombin exosite I [66], and more recently, another thrombin inhibitor was identified specific to *R. microplus *gut which could assist to keep the blood from clotting during digestion [67]. A slight increase in TC9527 gut expression was determined using qRT-PCR (not shown). A transcript similar to lospin 7 (lone star tick serpin 7) could be important in the evasion of host defences. Lospins/serpin are ubiquitously expressed in the midgut, ovary and salivary glands and have been reported in *A. americanum *[32] and *I. scapularis *[68]. Another two transcripts were identified as cystatins which are reversible inhibitors of papain-like cysteine proteases only recently discovered in ticks [69]. This inhibitor family is subdivided into three closely related subfamilies: family 1, family 2 and family 3. Among them, only family 1 cystatins are intracellular. The physiological function of these proteins has been proposed to be the regulation of protein turnover and defence against pathogens as well as producing a balance in the host-parasite immune relationship [31]. In *R. microplus *only cystatin family 1, named Bmcystatin has been biochemically characterized and its function could be related to the prevention of premature degradation of vitellin [70]. The sialostatin L (cystatin) from *I. scapularis *was present in saliva and actively affected host proteolytic activity at sites of infestation. This protein also displayed an anti-inflammatory role and the inhibition of cytotoxic T lymphocyte proliferation in the host, thus contributing to the successful feeding of the tick [71].

**Table 3:** Summary of EST descriptions and number of transcripts involved in attachment and host response modulation by ticks expressed differentially (p ≤ 0.001) in the global comparison of all *R. microplus *stages attaching and feeding on Brahman vs Holstein-Friesian cattle.

Global comparison of all *R. microplus *stages attaching and feeding on Brahman vs Holstein-Friesian cattle (fold change)			
***Transcript Category***	***Highly expressed***	***Low expressed***	***References***

Histamine binding protein	5 (3 - 7)		[26,62,63]
Immunoglobulin G binding	5 (4 - 5)		[46,77]
Cystatin	2 (4)		[69,70]
Thrombin inhibitor	3 (3)		[65-67]
Lipocalin	1 (3)		[26,38]
Lospin 7	1 (3)		[32,68]
Proteinases	16 (2 - 4)		[22,53,54]
P27	12 (3 - 6)		[24,27,80]
Cuticle proteins	4 (3 - 4)		[64,82]
Secreted salivary proteins	8 (2 -6)		[22]
Glutathione S-transferase	1 (5)		[49]
Cytochrome P450	1 (3)		
Acetylcholinesterase	1 (2)		
Unnamed	17 (3 -4)	16 (2.4 - 3.9)	
No Significant Similarities	188 (2 - 6)		
**Total**	**265**	**16**	

Histamine, a principal mediator of inflammatory reactions, is released by the host in response to tissue damage. It is mainly secreted by mast cells and basophils and binds to H1 and/or H2 receptors on the surface of target cells increasing the permeability of post-capillary blood vessels allowing wound repair factors to pass into the co-damaged tissues. Blood sucking arthropods have adopted a different strategy to control histamine salivary gland extracts, with *Rhipicephalus *species of *ixodid *ticks showing an uncharacterized "histamine-blocking" activity [72]. Also the one host tick *R. microplus *remains feeding on the host prolonging its exposure to host defences, including inflammatory and immune responses. In resistant animals, rejection of ticks is often based on cutaneous hypersensitivity reactions [73]. Acquired resistance to ticks can be reduced by the *in vivo *administration of synthetic H1 and H2 receptor antagonists, implicating histamine in this rejection process [74]. In blood sucking arthropods, many lipocalin related sequences, expressed in the salivary glands, have been identified. Several have been characterized, notably RaHBP2 (*R. appendiculatus *Histamine Binding Protein 2). TC11485 (THBP-2) was confirmed as highly expressed in qRT-PCR analyses in the female salivary gland (not shown). The lipocalin proteins are implicated in the completion of the blood meal, interfering with platelet aggregation, blood coagulation, activation of the complement system and inflammation [75]. In tick feeding on *B. indicus*, transcripts associated with lipocalin or specifically with histamine binding proteins (n = 6) have an elevated expression compared with ticks on *B. taurus*. The differences in expressed genes in this comparison could be associated with the necessity for *R. microplus *to overcome a stronger innate immune response observed in *B. indicus *compared to *B. taurus *cattle [28,76].

Transcripts related with immunoglobulin binding (n = 5) were highly expressed in ticks feeding on *B. indicus *cattle (Table 3, Figure 3; Additional file 2) compared with the unfed larvae and the frustrated larval stages on the same host. Immunoglobulin-binding proteins are present in the tick haemolymph and salivary glands of *R. appendiculatus*, *A. variegatum*, *I. hexagonus *and *I. ricinus *and it is thought that these proteins are responsible for host immunoglobulin-G excretion via salivation, during the parasite feeding [46,77].

**Figure 3:**
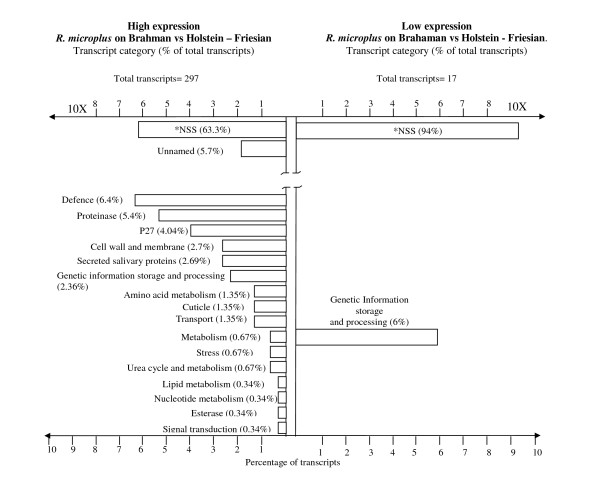
**Gene expression pattern after a Global analysis of *R. microplus *transcripts in all tick stages during attachment and feeding on Brahman cattle compared to *R. microplus *feeding on Holstein - Friesian**. *NSS: No significant similarities. http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE20605

There is a significant increase in protease genes expressed by ticks on *B. indicus *cattle (n = 16) which is probably influenced by the tick's need to penetrate the host skin in order to reach the blood vessels. Perhaps these proteins are stimulated in a host specific manner, as their expression was absent in the same stage ticks sampled in this study from *B. taurus *breeds. Proteases can damage the capillaries and small vessels causing a bleed, which will increase the blood volume for feeding. Thus, proteases directly interfere with the blood clotting and the platelet aggregation systems of their hosts by the action of these proteases and protease inhibitors. These enzymes are probably responsible for promoting a pre-oral or even an oral digestion, acting also in the maintenance of blood in its liquid form [53]. Also, the high expressed protease transcripts could be related to degradation of collagen which is over expressed in *B indicus *with respect to *B taurus *cattle [28]. This phenomenon contributes to the efficiency of the tick feeding process that will be completed by the gut enzymes. In this context, metalloproteases are emerging as substances with toxic effects that disturb the haemostatic system and degrade the cellular matrix proteins of the host [45,78,79]. Ticks feeding on *B. indicus *had five transcripts identified as metalloproteases at high levels of significance as highly expressed in *B. indicus *compared to *B. taurus *ticks. TC6945 was confirmed as highly expressed in adult tick salivary gland tissue using qRT-PCR (not shown). Also, serine protease transcripts were highly expressed (n = 10) with high significance. In addition, transcripts corresponding to putative secreted salivary proteins (n = 8) had an elevated expression in *R. microplus *feeding on *B. indicus *and 12 different transcripts coding for P27 proteins which represents 4% of the total differentially expressed transcripts. P27 proteins are analogous to troponin I like proteins involved in actin regulation [24,80]. However, P27 from *Hyalomma asiaticum *is more similar to histamine binding proteins secreted in tick saliva [27] (Table 3, Figure 3; Additional file 2; http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE20605.

Adult females of *R. microplus *ingest large volumes of blood with the digestion of haemoglobin resulting in the increase in the formation of free radicals by stimulating lipid peroxidation through their interaction with lipid hydroperoxides which convert to highly toxic alcoxyl and peroxyl radicals. Therefore, it has been suggested that blood digestion is a source of oxidative stress for blood-feeding parasites, and several antioxidant defences and haeme detoxification mechanisms have been shown to contribute to the adaptation of these parasites to a hematophagous lifestyle [81]. In *R. microplus*, transcripts related to managing oxidative stress were identified (n = 2) including a transcript with significant similarity to a putative glutathione S-transferase [49].

The gradual increase in size during an instar is a characteristic of the immature stages of *R microplus*. Cuticular synthesis is at a high level in this arthropod and there is an increase in thickness as well as an increase in area of the cuticle. During tick feeding on Brahman cattle, there were genes differentially expressed described as cuticle proteins (n = 4) (Table 3, Figure 3; Additional file 2). All these genes are necessary for the cuticle adaptations that *R. microplus *requires for each instar stage, for instance adult females can increase in weight from 10-15 mg to 150-200 mg in less than 24 hrs. Throughout this time the procuticle undergoes rapid stretching while the epicuticle unfolds to allow the increase in volume [64,82]. A possible explanation to this difference is that ticks feeding on either host require expanding upon blood feeding therefore cuticle gene expression timing could be different for the ticks collected from the different breeds, or these genes are induced by factors related to the interactions with a specific host breed. A group of transcripts with unknown function (n = 16) and a transcript related with genetic information storage and processing were found to be expressed at low levels in Brahman compared to Holstein - Friesian ticks (Additional file 2; http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE20605.

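Among adults, the transcripts lower on Brahman cattle were set against the signal of random probes. Of the 566, 562 were above this background on both arrays of H-AT, while 262 were above it on neither array of B-AT, 68 on a single array and 236 on both. The 95th percentile of the random probes, which set this background, was higher on the arrays of B-AT (293 and 367) than on those of H-AT (222 and 242). The median log2 level of the 566 was 10.65 in H-AT and 5.96 in B-AT. In unfed larvae it was 5.19, and 366 of the transcripts were above background on neither array of L. The 348 transcripts higher on Brahman cattle had a median log2 level of 10.56 in B-AT, 8.27 in H-AT and 6.86 in L, and 295 of them were above background on both arrays of H-AT.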

Finally, in this survey a total of 297 genes were highly expressed in ticks attaching and feeding on *B. indicus *compared with ticks feeding on *B. taurus *which is 2% of the total *R. microplus *transcripts under study in the microarrays. This difference in the *R. microplus *transcriptome expression could be a result of the interaction between the host breed and all tick gustatory, olfactory chemo-receptors, chemo-mechano receptors associated with tick sense organs which are implicated in host localization and feeding [83]. It is thus not surprising to discover differences in the tick transcriptome upon encountering different breeds. However, how *B. indicus *have evolved to control tick numbers and whether this is a consequence of an intrinsic ability to perhaps manage odour stimuli is still not known.

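As a share of the 13601 transcripts, 0.846% were higher and 2.57% lower in ticks on Brahman than on Holstein-Friesian cattle over both stages, by limma's adjusted p, and these shares rest on adults, since for the lower transcripts the larval difference mostly ran the other way. In adults alone the shares were 2.56% and 4.16%, under the spread shared by all groups. With the adult arrays fitted by themselves, whose spread is smaller, 2773 transcripts were higher and 1893 lower. Which direction has more calls in adults thus depends on the spread used. The labels of the adult arrays and the sign of the study's comparison stay open. With those labels exchanged the shares over both stages were 3.16% higher and 0.801% lower, and those of adults alone change places. A turned sign of the study's comparison would leave the shares given here as they are.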

### 3- Microarray results evaluations and relative quantitative RT-PCR

In order to validate the results observed by microarray analysis, fourteen randomly selected ESTs were evaluated with qRT-PCR analysis (Table 4). These were utilised to assess the relative abundance of transcripts in the larval and adult tick stages. The cDNA samples used for qRT-PCR were different to those prepared for the microarray survey as 'Methods'. Those selected to compare the larval samples included: histamine binding protein of 22.8 kDa [TC9672], GGY domain proteins [CK173243, CK174565, TC5872, TC6326], ATSP [TC13140], lipocalin-like protein [TC9228], unknown [TC5847], serpin-1 [CK184446] and a serpin-2 precursor [TC5931]. The global *R. microplus *gene expression microarray comparison showed that there are 297 genes with elevated expression in ticks feeding on and sensing Brahman cattle compared with ticks feeding on and sensing Holstein-Friesian cattle. The highly expressed ESTs selected for qRT-PCR evaluation of Brahman vs Holstein-Friesian ticks (adult and frustrated larvae) included: histamine binding 1 [TC9363], immunoglobulin G binding protein B [TC12051], Unknown protein [TC9814], and a putative salivary protein [TC8147]. The qRT-PCR demonstrated an increase in expression as determined by the arrays under the conditions of this study. Of the assays selected eight (~60% of assays; TC9228 and TC5872 are repeated in two different comparisons Table 4) had a high correlation with the microarray experiment at 0.88. When all assays are included in the statistical analysis a lower correlation 0.58 is observed. This could have been influenced by a number of factors including the fact that a third set of samples were used in the qRT-PCR analyses and not a pool of the original microarray samples. Furthermore, the selection of housekeeping genes for *R. microplus *expression normalization is not yet a standardised technique. Most researchers utilise a single housekeeping gene [14]; [2], though, for accuracy in quantitative gene expression analyses, it is recommended to add housekeeping genes until stable fold change is observed [84]. Stable fold change levels were not obtained in this study for all transcripts (data not shown), using three housekeeping genes for normalization. However, there are currently few known housekeeping genes available for *R. microplus *expression analysis as confirmed in a recent publication [85]. As more tick microarray data is now available, this will enable the identification of stable housekeeping genes to standardise *R. microplus *qRT-PCR in the future (manuscript under preparation).

**Table 4:** Microarray evaluation by qRT- PCR using fourteen highly expressed genes from different tick stages to confirm microarray differential expression (TC5872 and TC9228 are utilized in 2 comparisons).

ID	Description	Comparison	Microarry fold change	qRT-PCR fold change^a^
CK173243	GGY domain protein	BFL × L	4.522	0.161
TC5847	Unknown	BFL × L	2.493	6.238^b^
TC13140	ATSP homologue	BFL × L	1.856	0.304
CK174565	GGY domain protein	BFL × L	3.861	0.512
TC5872	GGY domain protein	BFL × L	2.609	0.791
TC9228	Lipocalin-like protein	BFL × L	2.876	3.888^b^
TC6326	GGY domain protein	HFL × L	1.732	2.069^b^
CK184446	Serpin-1	HFL × L	2.452	0.176
TC5872	GGY domain protein	HFL × L	2.073	0.6323
TC9228	Lipocalin-like protein	BFL × HFL	1.27	3.888^b^
TC9672	Histamine binding protein 22.8kDa	BFL × HFL	1.249	1.459^b^
TC5931	Serpin-2 precursor	BFL × HFL	1.294	1.124^b^
TC9363	Histamine binding protein-1	B × H	6.713	9.955^b^
TC12051	Immunoglobulin G binding protein B	B × H	4.446	8.748^b^
TC9814	Unknown protein	B × H	4.124	4.715^b^
TC8147	Putative salivary protein	B × H	3.016	0.484

^a^qRT-PCR was conducted with a third cDNA preparation (sample 3) of the different tick stages.

^b^These qRT-PCR assays demonstrated a high correlation at 0.88 with the microarray data (linear regression with R squared 0.78)

## Conclusion

In this study we provide the first transcriptome evidence which demonstrates differences in the transcripts expression pattern of ticks feeding on tick resistant and susceptible cattle breeds. 

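In B-AT, 1582 transcripts were higher and 1358 lower than in B-FL at an adjusted p under 0.05 from limma (n = 2 arrays per group). Against L, 1946 were higher and 1722 lower in B-AT. The median change from B-FL to B-AT was 2.73 on the log2 scale for the higher transcripts, or 5.84-fold with B-FL at its bound for the 787 that it did not show above background, and -2.12 for the lower ones. The 1582 transcripts had a median log2 level of 6.41 in B-FL and 10.11 in B-AT, and of 9.77 in H-AT. The 1358 transcripts had a median log2 level of 11.02 in B-FL, 8.46 in B-AT and 8.91 in H-AT. Counts of higher and lower transcripts depend on the scaling of the arrays, since median scaling put the median log2 fold change of all transcripts at -0.51 in place of -0.08 and gave 985 higher and 1473 lower against B-FL. With the day of extraction as a block, 859 were higher and 666 lower than in B-FL. With array weights by group, 2428 were higher and 2533 lower than in B-FL. Against L, the mean of probes gave 1955 higher and 2087 lower, and exchanged labels of the adult arrays 2006 higher and 2143 lower, so that the direction with more calls is not settled. Without B-AT replicate 1 the calls against B-FL were 1523 and those against L 1992, and without B-AT replicate 2 they were 1547 and 1988.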

*R. microplus *ticks express genes differentially as life stages change and some of these differences can be influenced by host breed. Larvae stimulated by the *B. indicus *host expressed a higher number of proteins involved in tick attachment such as putative cement-associated proteins (GGY domain proteins), proteases required for blood meal digestion, oxidative stress adapting proteins, and defences against the host mediators, such as anticoagulants, immunosuppressants, and histamine-binding proteins. As feeding progressed in the adult female stage, a new set of transcripts had an elevated expression on Brahman cattle including immunoglobulin binding proteins and cuticle proteins, as well as transcripts with similar functions to those highly expressed during the initial larval attachment phase. *R. microplus *ticks on resistant Brahman cattle exhibited similar patterns of gene expression as ticks on susceptible Holstein-Friesian in respect to gene categories with some changes in the number and types of transcripts differentially expressed. Many of the high and low expressed transcripts identified could not be assigned function as a fully annotated tick genome is not yet available. The qRT-PCR for evaluation of the gene expression corresponded well with the microarray gene expression analysis. This is the first study to demonstrate molecular evidence for the basis of differences in tick gene expression on tick resistant versus susceptible hosts.

## Methods

### Ticks and animal sampling

A total of six tick-naïve female cattle aged 20 months, three Brahman and three Holstein-Friesians were maintained in a set of concrete yards, free of ticks, until trial commencement. These cattle were infested with 1.5 g (~30,000) - 21 days old - N strain larvae [86] and were maintained on pasture at the University of Queensland's Pinjarra Hills campus. On Day 2, approximately 20,000 larvae were placed into a 24 cm^2 ^mesh bag to prevent feeding and attached to the neck of each animal for 5 hrs in order for the larvae to 'sense' host stimuli while also in the presence of other attached ticks. These 'frustrated' larvae from both the Brahman (B-FL) and Holstein-Friesian (H-FL) were immediately frozen in liquid nitrogen after collection for total RNA extraction. An additional 20,000 unattached larvae (unfed) kept under laboratory conditions (at 27°C and approximately 90% relative humidity) were processed to provide a control larvae group without host stimulus. At 17 days (soon after the 2^nd ^tick moult, from nymphs to adult stages) approximately 500 young adult female ticks were collected from the Brahman and Holstein-Friesian cattle and frozen immediately after collection for total RNA extraction. The sampling regime was repeated to provide biological replicates of each sample (1 and 2 denote biological replicates). The experimental samples were: unattached/unfed larvae: L1, L2. Frustrated larvae: B-FL1; B-FL2 and H-FL1; H-FL 2. Attached adult female ticks (~17 days): -B-AT1, B-AT2 and H-AT1, H-AT2. (B = Brahman; H = Holstein-Friesian; FL = frustrated larvae; AT = adult tick). This protocol was performed in accordance with guidelines approved by the University of Queensland Animal Ethics Committee (Approval No. SVS/872/07/CRC).

### Total RNA extraction

For each treatment and replicate, RNA was prepared from approximately 20,000 frustrated larvae and 500 adult ticks collected as described above. The ticks were ground in liquid nitrogen using a sterile mortar and pestle and total RNA was isolated using the TRIzol^® ^reagent according to the manufacturer's protocol (GibcoBRL, USA). The mRNA was purified from these samples using the Poly (A) Purist™ MAG Kit (AMBION, USA) as recommended by the manufacturer.

### cDNA Synthesis

cDNA was prepared from the above mRNA samples using the SuperScript™ Double-Stranded cDNA Synthesis Kit (Invitrogen, USA) as recommended by the manufacturer with the exception that after the second strand cDNA synthesis was terminated by the addition of 0.5 M EDTA and before the phenol: chloroform: isoamyl alcohol step, a RNase A treatment step was included as recommended in the NimbleGen cDNA protocol (NimbleGen, USA). After this RNase A treatment, the Superscript double stranded cDNA Synthesis protocol was followed as described in the technical manual. cDNA median size was verified by 1% agarose electrophoresis in TAE 1X, and 2 μg of each cDNA sample were sent to NimbleGen Systems Inc. (Madison, WI, USA) for microarray hybridization using the *R. microplus *custom array (NimbleGen Custom Design name: 2006-05-22_*B_microplus*_50mer_exp).

### *R. microplus *expression microarray

The microarray was prepared by NimbleGen Systems Inc. following the method reported by Saldivar [14] (GEO approved http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE20605. Briefly, the high-density single channel oligonucleotide arrays were constructed by NimbleGen Systems Inc. target 13,601 of the 13,643 members of BmiGI Version 2 with 14 perfect match 50-mer probes per BmiGI target. No mismatched probes were included on the arrays, although probes with randomly generated sequences are included. These random sequence probes were designed to match the melting temperature (Tm) of the other probes on the array and to reflect the distribution of non-specific signal intensities for binding events to probes with approximately the same composition as the perfect match probes but with random sequences.

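On the arrays of this series, 5000 random probes were read. Their median intensity ranged from 151 on the array of L replicate 1 to 323 on that of L replicate 2, so that the replicates of unfed larvae had the lowest and the highest background. A transcript was taken as above background on an array where the median intensity of its spots exceeded the 95th percentile of the random probes. This held for 9641 transcripts on the array of L replicate 2 and for 11383 on that of H-AT replicate 1, the lowest and highest numbers among the arrays.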

Each microarray chip includes two in-slide replicates (spot replicates). In this experiment two biologμical replicates for each sample were hybridized to assess variability between individual samples. 

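Between replicate arrays, the log2 values of all transcripts correlated at 0.902 in L, 0.954 in B-FL, 0.926 in H-FL, 0.996 in B-AT and 0.994 in H-AT. Arrays of B-FL and H-FL of the same day of extraction correlated at 0.975 for the replicates 1 and at 0.959 for the replicates 2. Those of different days correlated at 0.976 for H-FL replicate 1 with B-FL replicate 2 and at 0.908 for B-FL replicate 1 with H-FL replicate 2. The correlation of B-AT with H-AT arrays was between 0.913 and 0.921. The first principal component held 64.3% of the variance and separated adults from larvae. The second held 12.1%, on which B-AT and H-AT lay apart and the larval arrays of the same group were spread.

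**Figure D3:**
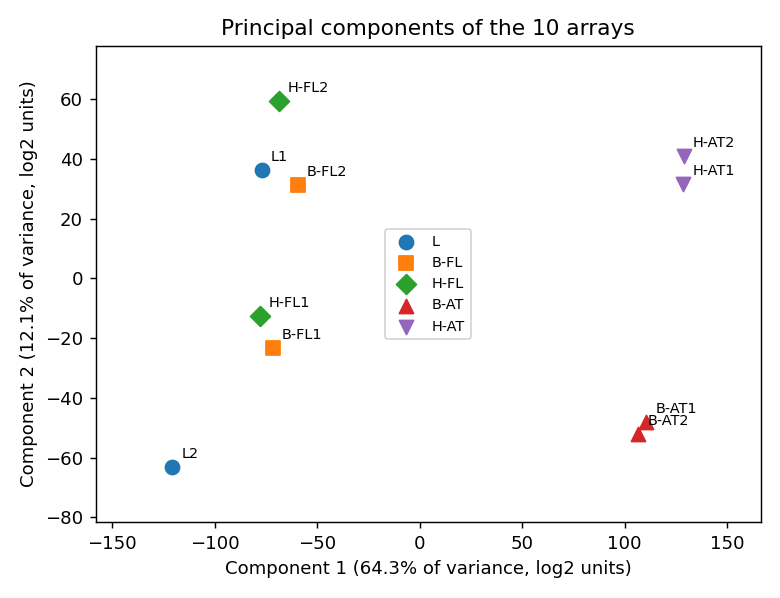
Scores of the 10 arrays on the first (horizontal axis, 64.3% of the variance) and second (vertical axis, 12.1%) principal components of the log2 values of all transcripts. Each point is an array, labelled with its group and replicate. Adult arrays lie at the right, with the replicates of B-AT and of H-AT close together, and larval arrays lie at the left, with replicates far apart.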

Each pooled sample consisted of twenty thousand unfed and frustrated larvae and five hundred adult ticks obtained from Brahman and Holstein - Friesian cattle as the source of RNA. Ten *R. microplus *samples were hybridized to individual microarrays at NimbleGen Systems Inc. (Madison, WI, USA).

### Statistical analysis

Following array hybridization the raw intensity values were background corrected using convolution, and normalized using quantile normalization to adjust for technical sources of variation. Final log2 expression intensities were generated using the Robust Multichip Average (RMA) algorithm [87]; [88] implemented in R.

Differential expression was tested on the RMA normalized intensities using a mixed model of the form *y_ijkr _= μ + BS_rk _+ G_i _+ GT_ij _+ E_ijkr _*where *y_ijkr _*were the log2 RMA normalized signal intensities; *i *= gene, *j *= treatment, *r *= block, *k *= slide/array, the main fixed effect is *BS_rk _*(block by slide interaction), *G_i _*is the main random effect of the gene; *GT_ij _*is the random interaction term of the gene by treatment; *E *is just the error term; and normal assumptions for the random effects - *iid *are assumed. The model was fitted using VCE4.0 [89]. Differentially expressed (DE) probes were considered as those which were three or more standard deviations away from the mean (p-value < 0.001) and these have been used in subsequent analyses in this manuscript. 

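Applied to the log2 fold changes of the group means, a limit of 3 standard deviations from the mean over all transcripts was passed by 215 transcripts higher and 9 lower in B-FL than in L. In H-FL the numbers were 148 and 32. Between adults, 32 transcripts were higher and 314 lower in B-AT than in H-AT. Over both stages, 56 were higher and 250 lower on Brahman cattle. This limit depends on the size of a difference and not on the spread between replicates.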

The main comparisons of interest were between equivalent tick samples exposed to different breeds e.g. frustrated larvae on Brahman compared to frustrated larvae on Holstein-Friesian. The putative identities of the lists of high and low expressed tick sequences (DE probes) were then subsequently analysed using bioinformatic tools to predict function (described below).

### Bioinformatics

Nimblegen tick microarray differentially expressed probes with fold changes > 1.5 and p-value < 0.001 were screened against the following databases: Grendel HPC system [90]; NCBI protein [National Centre for Biotechnology Information: http://www.ncbi.nlm.nih.gov], String [91], COG [92], tigr_bmigi.062608 [93] and NCBI Conserved Domain database [94]. 

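At these thresholds, with limma's unadjusted p in place of that of the mixed model, 129 transcripts were higher and 28 lower in B-FL than in L, and 134 were higher and 21 lower in H-FL than in L. Between frustrated larvae, 4 transcripts were higher in B-FL and 0 lower. In B-AT, 201 were higher and 474 lower than in H-AT. Over both stages, 93 were higher and 319 lower on Brahman cattle.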

All alignments were conducted using the BLAST program suite [35] except for the NCBI Conserved Domain data where RPSBLAST was used. The alignment results were then summarized using BIOPERL scripts based on alignment percent identity (PID), query coverage and expected value threshold. The expected value and description is shown for all differentially expressed blast hits in Additional files 1 and 2. For categories not found in the COG database [95], categories were assigned manually. A cutoff e value < 0.001 was utilized in BlastX analysis [14].

### Microarray result verification

The verification of array results was based on their level of differential expression and the amount of annotation available for their corresponding BmiGI V2 sequence. A third sampling of *R. microplus *ticks (L3, H-FL3, B-FL3, B-AT3 and H-AT3) was undertaken to prepare RNA/cDNA for qRT-PCR analysis to validate the microarray results. Relative quantitative reverse transcriptase-PCR (qRT-PCR) assay based on 14 differentially expressed transcripts using gene specific primers are described in Table 4 and 5. Primers for the qRT-PCR assays were designed using Emboss Version 6.0.1 eprimer3 [96] using the following parameters: -minsize 22, -osize 24, -maxsize 27, -mintm 55, -maxtm 65, -maxpolyx 4, -gcclamp 2, -productsize 100, -mingc 35, -maxgc 65. Primer sets were subsequently screened against *R. microplus *nucleotide sequences using Blastn [97] with an expected value of 100 with targeted ESTs. Primer alignments were also screened using a custom Bioperl [98] script for forward and reverse matches to ensure these sets would not amplify bovine sequences. RNA from each of the samples was prepared as described above. cDNA was synthesized using Superscript™ III First-Strand Synthesis System for qRT-PCR (Invitrogen Corp, CA, USA) and duplicate qPCRs (10 ng per reaction) undertaken using the SensiMix dT kit (Quantace Ltd, Watford, UK) in the Corbett RotorGene 3000 (QIAGEN/Corbett, Sydney, Australia) using the following profile: 95° C 10 min, 45 cycles of 95° C 15 sec, 50 or 60° C 30 sec (see Table 5 for optimal temperatures per assay), 72° C 30 sec, followed by a melt analysis 55-90° C 30 sec on the first step, 5 sec holds for subsequent steps, according to manufacturer's instructions for SYBR green detection. All assays were first optimised on a cDNA pool consisting of whole adult female, adult male and larval cDNAs prior to screening the larval and feeding adult samples prepared from *B. taurus *and *B. indicus *cattle. Assays with the observed consistent amplification of duplicates on a standard curve (R^2 ^> 0.95) giving efficiency values of 2.0 (within 15%) were considered acceptable for normalization and expression analysis. The expression profiles (average of 2 reactions) were normalized against three housekeeping genes: *R. microplus *actin gene [99], *R. microplus *18 S rRNA gene [14], and TC11706 *R. microplus *eukaryotic elongation factor homologue [100] using the normalization strategy of [84]. Each normalized expression profile was described relative to that of the control cDNA pool. Normalized values were used to calculate the fold change (on a log 2 scale) on 14 ESTs between the microarray contrasts. A simple linear regression analysis was performed to correlate fold changes calculated by qRT-PCR analysis with fold changes estimated from the microarrays using the statistical computing.

**Table 5:** Primer sequences (5' to 3') for the 14 qRT-PCR validation assays including 18 S, actin and eukaryotic elongation factor [TC11706] housekeeping primer sets utilised for normalisation

	Anneal Temp° C	Forward	Reverse
**^a^18 S AFO-18656-363**	**60**	CCTGAGAAACGGCTACCACATC	GTGCCGGGAGTGGGTAATT
**^a^TC11706**	**60**	CAAAGGACTCAAGGACTCTCTGC	ACGAGAACTGGTCAGTAAAGAAGC
**^a^Actin**	**60**	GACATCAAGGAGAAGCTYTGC	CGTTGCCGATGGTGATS
**CK173243**	**60**	ACGAGTTGACTGATTTGAATGTGG	CAGGGAGGTACTGCTAGTGTCG
**TC5847**	**60**	CAGCATTTAGTGGTATCCGTAGC	GTGGATACGGAGGAGGATATGG
**CK174565**	**60**	AGGGATACAACCACAACTCAGG	CGAAAGAAGACTGTCCGAATCC
**TC9363**	**60**	CATTTTCTGACGATAATTGCTACG	CAGCGTACTCATTGAACTTCTCC
**TC9228**	**60**	CTACTAGCTCTCGCCTTTCTCG	CAGTAAGTCTCGTACGGGAAGC
**TC13140**	**60**	CACTTTAGTTCGCAGTCTGTGG	GTTCACGATAGAGACATGAAGACG
**TC5872**	**60**	AGGGATACAACCACAACTCAGG	CGAAAGAAGACTGTCCGAATCC
**TC9672**	**60**	CGGTTCTGAGAAATTATTGAAGC	ATCTATAGTGACTGCACCACTTGC
**TC5931**	**60**	TTGTCTATCTTGAACTTGGGAAGG	CTGTCAAACAAGTTCTGACTATCG
**TC6326**	**60**	ACAGTCCTCTTTTGGAATGACG	CACTTTGGAGCATATCTGTAATGG
**CK184446**	**50**	TCAGCTTGTCTATCTTGAACTTGG	CTGTCAAACAAGTTCTGACTATCG
**TC12051**	**60**	AGGCCTATTACATGATGCTCTACC	TGTCAATTTATTGAGTTGCGTAGC
**TC9814**	**60**	TAAAGGCTGGAGTATCCGAATG	GCAAGTTTGTCAGGATTGTACG
**TC8147**	**50**	GAATTTCAGAGAGGAATCAAGTGC	GAACAGTTTCTTTCACGGAACC

^a^Housekeeping genes utilised for normalisation of qRT-PCR

## Authors' contributions

MRV contribute to the conception and design of the project, conducted cattle tick infestation experiment, purification of mRNA and cDNA sample, performed analysis and interpretation of the data and drafted the manuscript. ALT data interpretation and helped conceived the project and participated in its coordination. CG applied statistical method for Microarray Data analysis. PM Bioinformatics script of Microarray data. MV conducted PCR reactions and FDG, MB participated in the project coordination. WJ Tick infestation, critically revised the manuscript. ALT, FDG critically revised the manuscript. All authors read, helped to edit, and approved the final manuscript.

## Supplementary Material

Additional file 1 **1A - Microarray data of Transcripts low expressed in unattached/un-fed Larvae versus B-FL**. 1B - Microarray data of low expressed transcripts in unattached/unfed Larvae versus H-FL. 1C -Microarray data of high expressed transcripts in larvae vs B-FL, larvae vs H-FL and B-FL vs H-FL. 1C.1. Unfed larvae vs B-FL. 1C.2. Unfed larvae vs H-FL. 1C.3. B-FL versus H-FL Click here for file

Additional file 2 **2 - Global comparison Microarray of transcripts differentially expressed in ticks feeding on Brahman and Holstein-Friesian cattle**. 2.1. High expressed transcripts in the microarray comparison between ticks on Brahman versus Holstein-Friesian. 2.2. Low expressed transcripts in the microarray comparison between ticks on Brahman versus Holstein-Friesian Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

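The study compared pools of *R. microplus* ticks on NimbleGen arrays. There were 5 groups, unattached/unfed larvae (L), frustrated larvae on Brahman (B-FL) or Holstein-Friesian cattle (H-FL) and young adult females from Brahman (B-AT) or Holstein-Friesian cattle (H-AT), each with 2 replicates on 2 arrays. The paper calls the replicates biological and made them by repeating the sampling. The p-values measure the spread between these pools. All 10 samples were mapped to a group from their labels and the methods, which did not differ.

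The authors deposited scanner intensities for the 385770 spots of each array, extracted with NimbleScan 2.4.31 by the file headers. The deposited series table held the same intensities for all spots of all arrays, within a tolerance of 0.005, so that it is neither normalized, centred nor on a log scale. Its median per array ranged from 567 (B-FL replicate 2) to 1182 (L replicate 1). The RMA step that the methods describe is not in the deposited values and was repeated here in R 4.3.3. The perfect match intensities were background corrected by the RMA convolution, quantile normalized over the 10 arrays and summarized for each of the 13601 transcripts by median polish on the log2 scale, over 14 probes with 2 spots each. There were 5 transcripts with fewer probes, at least 5 each. The 5000 random control probes were left out of the tests, and their 95th percentile on each array gave the background. A transcript was above background on an array where the median intensity of its spots lay above it. Spots over 65000, between 11 and 167 per array, were kept.

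The study fitted a mixed model with VCE, which was not used here. Limma 3.58.1 was fitted to all arrays with 5 group means, 5 residual and 2.48 prior degrees of freedom, and a transcript was called at a Benjamini-Hochberg adjusted p under 0.05 over all transcripts. The comparisons were of B-FL and H-FL with L, B-FL with H-FL, B-AT with H-AT, B-AT with B-FL and L, the mean breed difference over both exposed stages, and the difference between the breed differences of adults and larvae. Groups, tests, the rule for named transcripts and most alternatives were fixed before the data were examined, while the study's tables had been read. The alternatives were other background corrections, scalings and probe summaries, a filter on dim transcripts, other thresholds, fewer arrays in the fit, the replicate number or the day of extraction as a block, additive terms for breed and stage, and each array left out in turn. A transcript that a group did not show above background on any array has only a bound there. Its fold is that of the bright group's mean against the dim group's mean of, per array, the higher of its own value and the lowest value of a transcript above background.

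The rule for named transcripts took every transcript that the study's text or its Table 4 names, members of 17 lists drawn from its tables, and the largest called changes in each comparison. None of the 113 identifiers of those lists is an array identifier, and the files do not pair the 2 kinds. The lists were therefore not tested and no category of genes is reported. The elongation factor used as a reference by the study was not analysed here for the same reason. The part of the rule on the largest changes needs no such pairing and asked for more transcripts, in each comparison. Only 2 transcripts that rose and 2 that fell, the largest between adults, are named, which departs from the rule.

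The number of arrays limits the precision. On simulated values with the spread pooled over the groups and 200 changed transcripts, the fit recovered between 34% and 50% of changes of 2 on the log2 scale, and between 90% and 94% of changes of 4, over the 4 comparisons simulated. Between 2 and 12 unchanged transcripts were called among 107 to 126 calls. The figures were drawn with matplotlib 3.10.9.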

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

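The tests of extraction day, processing, turned labels and background signal in this part, and the split of the arrays under additive terms, were chosen only after the results were seen.

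The difference between breeds was not the same in adults and in frustrated larvae. Limma's test of the difference between the 2 breed differences called 539 transcripts at an adjusted p under 0.05, of which 109 were relatively higher and 430 relatively lower on Brahman cattle in adults. Under median scaling 17 were relatively higher and 290 relatively lower, and with the labels of the adult arrays exchanged the numbers were 350 and 115. The paper's results section lists no transcripts for adults on the 2 breeds alone, although its background section gives a count for them. The comparison of B-AT with H-AT called 914 transcripts.

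In adults the large differences lay mostly lower on Brahman cattle, with 32 transcripts higher and 314 lower by 3 or more SD. Against H-AT replicate 1, which shares its day of extraction with both B-AT arrays, 311 were lower and 33 higher by that rule, which argues against the other day of H-AT replicate 2. Under the 4 other sets of values at least 82.8% of such differences were lower, which argues against background correction or normalization. The exact 95% binomial bound of 78.4% takes transcripts as independent, which they are not, so that it measures no spread between replicates. In order of size and on the natural log scale, the sizes that Additional file 2 gives as higher on Brahman cattle deviate by a median of 1.21% from the falls found here in B-AT and by 106% from the rises, but the breed difference of larvae, which correlates at -0.34 with that of adults over these 914 transcripts, does not settle the labels. The study's qRT-PCR of a further sampling is given as higher on Brahman cattle in all 4 assays of its global comparison on the log2 scale, or in 3 as a ratio. Its values are positive in every comparison, so that the log2 reading carries no direction. Its folds were computed between the contrasts of the arrays, so that a turned contrast could carry into them. Its transcripts are also not paired with those of the arrays. Turned labels of the adult arrays and a turned sign of the study's comparison thus both stay open. A difference between ticks on the 2 breeds may underlie the pattern and was not tested in other ticks.

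Arrays of unfed larvae lay further apart than those of any other group, at a correlation of 0.902 across transcripts, where H-FL was next at 0.926. Over the 6 larval arrays, the first component, with 48.1% of their variance, followed the median of the random control probes (Pearson r = 0.946, two-sided exact permutation p = 0.00556, and Spearman rho = 0.829, exact permutation p = 0.0583; r = 0.856 without the 2 arrays farthest from the median background; 1 relation tested). RMA background correction is not the source, since under the 2 other background settings the arrays of L correlated at 0.890 at most, again below every other group. A difference in background signal between arrays is a candidate explanation, and it cannot be separated from the days of extraction, since the arrays of L had a day each. A difference between the pools of larvae was not tested.

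With breed and stage as additive terms over the 8 arrays of exposed ticks, limma called 0 transcripts between the breeds, with 1106 at an unadjusted p under 0.05. This model leaves the change of the breed difference between stages, for which 539 transcripts were called, in the residual. Its 0 calls thus do not show that a breed difference is absent. With 0 calls for the split by breed, each of the 34 splits of these arrays that could be fitted gives at least as many, so that the splits decide nothing on chance. The highest of the other splits gave 12 calls. It parted the larvae by their day of extraction and the adults by breed, and with that day as a block the comparison over both stages gave 454 calls.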

How the results depend on the processing

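Array weights by group, exchanged labels of the adult arrays and, for comparisons with L, the day of extraction as a random block were chosen only after the results were seen. Counts here are of called transcripts, higher and lower together. Of 175 counts recomputed under an alternative, 99 equalled the main count or lay within 1.5 times of it, without a turn in the direction with more calls. Another 67 lay further off, and in 9 the direction with more calls turned. The 99 include alternatives under which B-FL against H-FL kept 0 calls. The 9 include exchanged labels of the adult arrays, which turn the comparison of adults by construction. The 4 named transcripts kept their direction under all of their 18 alternatives, and their call where both adult groups kept 2 arrays. Their rises lay between 4.13 and 6.51 and their falls between -6.11 and -9.05 on the log2 scale. Exchanged labels of the adult arrays are not among these alternatives and would turn the direction of all 4. Leaving out a larval array, the filter, the replicate block and the array weights cannot change their fold change, so that the direction was fixed there. The causes of the changes below were not tested, apart from the arrays or thresholds that a setting itself changes.

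Without background correction B-FL against L fell from 56 to 33 calls. Under median scaling H-FL against L fell from 73 to 28, adults from 914 to 508, the comparison over both stages from 465 to 72, and the test between adults and larvae from 539 to 307, while B-AT against B-FL had 2458, 985 higher and 1473 lower. With the mean of probes B-AT against L had 4042, 1955 higher and 2087 lower. With array weights by group, B-FL and H-FL against L had 12 and 0 calls, adults 4570, 2706 higher and 1864 lower, and B-AT against B-FL 4961, 2428 higher and 2533 lower. With the random block, B-FL and H-FL against L had 13 and 21, and with the day as a fixed block B-AT against B-FL had 1525. Fitted on the arrays compared alone, B-FL and H-FL against L had 0 and 0 and adults 4666, 2773 higher and 1893 lower. With the labels of the adult arrays exchanged, adults had 914 calls, 566 higher and 348 lower, both stages 539, 430 higher and 109 lower, adults against larvae 465, 350 higher and 115 lower, and B-AT against L 4149, 2006 higher and 2143 lower. With additive terms, the comparison over both stages had 0. At an unadjusted p under 0.001 and a fold over 1.5, B-FL and H-FL against L had 157 and 155, B-FL against H-FL 4, B-AT against B-FL 1619 and against L 1936, and 100 calls against L were shared by B-FL and H-FL in place of 40. By the limit of 3 SD, B-FL against L had 224, H-FL against L 180, B-FL against H-FL 153, adults 346, both stages 306, adults against larvae 324, B-AT against B-FL 277 and B-AT against L 284.

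With each array left out in turn, the counts ranged from 0 to 808 for B-FL against L, from 0 to 715 for H-FL against L, from 0 to 12 for B-FL against H-FL, from 441 to 1252 for adults, from 260 to 682 for both stages, from 312 to 726 for adults against larvae, from 1523 to 3891 for B-AT against B-FL and from 1988 to 5441 for B-AT against L.

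Replicate numbers are shared by all groups, but samples of the same number did not deviate together throughout. Their deviations correlated at 0.42 between B-FL and H-FL, at -0.62 between L and B-FL and at -0.51 between B-AT and H-AT. With the number as a replicate block, B-FL and H-FL against L had 0 and 1 calls, and it moved no other count by over 1.5 times. The deposited series table equals the scanner intensities and changes nothing, and rotation tests and transcripts of the study's tables were not run, since their identifiers are not paired with those of the arrays. Signal over background limits what can be measured, and L replicate 2 has the highest background of the arrays and the fewest transcripts above it.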

Differences from the paper's values

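The comparison of the sizes in Additional file 2 with those found here was chosen only after the results were seen. The counts below use the study's thresholds, an unadjusted p under 0.001 and a fold over 1.5. Limma's p stands in place of that of the study's model. The study ties its p under 0.001 to a limit of 3 SD from the mean, so that limma's p is another measure. By that limit on the log2 fold changes, 215 transcripts were higher and 9 lower in B-FL than in L. In H-FL, 148 were higher and 32 lower than in L. In B-FL, 140 were higher and 13 lower than in H-FL. The paper's lists do not end at a fold of 1.5 on a stated scale. Their smallest sizes are 1.547 and 1.532 for transcripts higher in B-FL and in H-FL than in L, 1.552 and 1.536 for those higher in L, 1.134 for those higher in B-FL than in H-FL, and 2.422 and 2.44 for those higher and lower on Brahman cattle in the global comparison, so that the counts below are set against lists with other limits on size. For transcripts higher in frustrated larvae than in L, the counts found here, 129 in B-FL and 134 in H-FL, lie within 1.5 times of the paper's 128 in each, as do 8 of 18 alternatives for B-FL (from 26 to 316) and 12 of 18 for H-FL (from 8 to 306). In the paper's list for H-FL, 16 entries carry a positive and 112 a negative sign, while all 128 for B-FL are negative, so that what its count for H-FL covers is in doubt.

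For transcripts higher in L than in B-FL the paper's count is 14 and the count here 28. Of the 18 alternatives set before the data were examined, 3 lie within 1.5 times of the paper's, the filter on dim transcripts (19), the replicate block (13) and the fit without B-FL replicate 2 (16), and the others do not. For transcripts higher in L than in H-FL the paper's count is 47 and the count here 21, and of 18 alternatives the fit without L replicate 2 (57) and the limit of 3 SD (32) lie within 1.5 times. For transcripts higher in B-FL than in H-FL the paper's count is 43 and the count here 4, and none of the 19 alternatives, from 0 to 140, lies within 1.5 times. The paper's background section also gives 43 for transcripts higher in adults on Brahman than on Holstein-Friesian cattle, where the count here is 201, and of 19 alternatives, from 32 to 1198, the limit of 3 SD (32) alone lies within 1.5 times.

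The paper's global comparison names unfed larvae beside the stages exposed to cattle, and its methods do not state how the stages were combined, so that it is not known whether it used the groups compared here. For ticks on Brahman against Holstein-Friesian cattle over frustrated larvae and adults, the paper's count of higher transcripts is 297 and the count here 93, or 0.684% of the array against the paper's 2.2%. None of the 20 alternatives, from 8 to 192 transcripts or from 0.0588% to 1.41%, lies within 1.5 times. The paper's count of lower transcripts is 17 and the count here 319, and none of the 20 alternatives, from 1 to 362, lies within 1.5 times. With the labels of the adult arrays exchanged, an alternative chosen after the results were seen, 380 were higher, which lies within 1.5 times of the paper's count, and 78 lower, which does not.

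The scale and direction of the sizes in Additional file 2 were set against the values found here in order of size. The paper's 297 sizes for transcripts higher on Brahman cattle match the falls found here in B-AT against H-AT on the natural log scale, with the direction turned and adults alone in the comparison, at a median ratio of 0.991 and a largest deviation of 8.32%. On that scale 302 transcripts were lower in B-AT by at least that list's smallest size. The paper's 17 sizes for lower transcripts lie at a median ratio of 0.977 to the rises found here in B-AT, again on the natural log scale, with a median deviation of 2.85% and a largest of 23.0%, and 25 transcripts were higher by at least that list's smallest size. Against the comparison over both stages in the direction stated, these 17 sizes lie at a median ratio of 1.03, with a median deviation of 4.79% and a largest of 85.1%. The ratios would also arise from log2 values that were all shrunk by a similar factor, so that the log base is not settled. The larval sections of Additional file 1 do not settle it either. On the natural log scale and in the direction stated, the sizes for transcripts higher in L deviate by a median of 2.27% against B-FL and 1.18% against H-FL, and those for transcripts higher in B-FL than L by 19.5%, in H-FL than L by 10.4% and in B-FL than H-FL by 14.7%. For B-FL over L and B-FL over H-FL, the sizes lie closer to the changes found here in the opposite direction on the log2 scale, at 4.92% and 8.88%, so that a match of ordered sizes alone does not fix a direction. Identifiers are not paired, so that the match is of ordered sizes and not of transcripts. On either scale the direction found here among large differences, with more transcripts lower than higher on Brahman cattle, opposes the one the paper states.

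Among transcripts higher in L, the paper describes B-FL against L as a different pattern from H-FL against L. For transcripts low in L, it describes similar clusters that differ only in how many transcripts each protein family has. Its conclusion also describes similar patterns on both breeds by gene category, with some changes in the transcripts. Here, over all transcripts, limma called 0 between B-FL and H-FL. By the limit of 3 SD, 140 were higher in B-FL and 13 lower.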

Other observations

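The tests of whether adults on Brahman cattle lie nearer to larvae, and the sizes of the differences in the adult arrays fitted alone, were chosen only after the results were seen.

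More transcripts were above background on both arrays of a group in adults than in larvae. The numbers were 9436 in L, 9450 in B-FL, 9440 in H-FL, 10365 in B-AT and 11134 in H-AT. By single arrays this did not hold throughout, with 10682 on the array of L replicate 1 and 10369 on that of B-AT replicate 2. In all groups together, 8171 transcripts were above background on all 10 arrays and 1167 on none. In adults, 485 transcripts were above background on both arrays of H-AT and on neither of B-AT, and 52 the other way round. The 95th percentile of the random probes was higher on the arrays of B-AT (293 and 367) than on those of H-AT (222 and 242). The 2 groups were thus not held to the same limit. In frustrated larvae, 47 were so in H-FL and 22 in B-FL. No test was run on these numbers.

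With the adult arrays fitted alone, the direction of the difference between the breeds went with its size. Among all calls, 2773 transcripts were higher and 1893 lower in B-AT than in H-AT. Of those differing by at least 2 on the log2 scale, 231 were higher and 562 lower, and of those differing by at least 3, 57 were higher and 361 lower.

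A hypothesis was that adults on Brahman cattle lie nearer to larvae than adults on Holstein-Friesian cattle do. Of the 566 transcripts lower in B-AT than in H-AT, 480 (84.8%) were also lower in unfed larvae than in H-AT, by a median of 3.87 on the log2 scale over the 566. They were picked for a higher level in H-AT, which tends to put other groups below it, so that this share decides nothing. Of the 348 transcripts higher in B-AT, it needs unfed larvae above H-AT in most, but they were so in 149 (42.8%), which argues against it for these. Over all transcripts, each larval array correlated more highly with the arrays of B-AT than with those of H-AT. L replicate 1 did so at 0.788 and 0.791 against 0.764 and 0.763, and L replicate 2 at 0.690 and 0.701 against 0.647 and 0.642. The hypothesis as a whole thus stays open. Both shares and the correlations take the adult arrays as labelled, and the labels are not settled. The age of the ticks was not tested.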
